A study of Saccharomyces cerevisiae with 43 samples. Its data were reported in "Molecular Specificity, Convergence and Constraint Shape Adaptive Evolution in Nutrient-Poor Environments" (2014).

How the data were processed

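DNA copy number was measured by array comparative genomic hybridization (aCGH) on 43 two-colour Agilent arrays. Populations of budding yeast (Saccharomyces cerevisiae) had been founded with FY4, a haploid strain derived from the S288c reference strain, and kept in nitrogen-limited chemostats for 250 generations. A chemostat is a continuous culture in which the rate of inflow sets the growth rate. Per the labels, each medium held 800 µM nitrogen, the dilution rate was 0.12 per hour and the doubling time was 5.8 hours. On every array, evolved DNA carried Cy3 and DNA of the FY4 ancestor carried Cy5. No dyes were swapped, so a dye effect that is specific to a probe stays in the ratio. The FY4 DNA was the common reference of all arrays, and a log2 ratio of 0 stands for the copy number of the ancestor. Arrays of ancestor against ancestor were not used here, so the ancestor's own spread is left out.

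The authors deposited 1 scanner file per array with spot intensities from Agilent Feature Extraction. Per the file headers, the processed intensities had been background-subtracted, spatially detrended and dye-normalized within each array. The version was 9.1, with linear dye normalization, for the 20 clone arrays of the 7 environments with 1 nitrogen source. It was 9.5, with linear and lowess (intensity-dependent) dye normalization, for the 12 clone arrays of the 4 environments with several sources and for all 11 population arrays. The authors also deposited a table of log2 ratios, which equalled the log2 ratio of processed green over red intensity of the same array to within 0.0055 and was not centred. That table was used as an alternative source of values. Every array held 41775 probes after control spots were removed, of which 41480 lay on the 16 nuclear chromosomes and 295 on the mitochondrial genome. The genome build of the probe positions was not stated, so coordinates are given as the deposited files print them, and gene names are those of the array design.

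The value used was the log2 ratio of processed evolved (green) over ancestor (red) intensity, centred on the median of each array, without loess or quantile normalization. Spots marked as outliers in either channel were left out (3 to 855 per array), and saturated spots were kept. Each array was segmented alone by circular binary segmentation, the algorithm of DNAcopy that the study's methods name. The implementation was written for this work (alpha 0.01, at least 5 probes, no undoing of splits). Its thresholds came from 1000 simulated Gaussian series per length, and from fewer series for lengths over 1000 probes. A call was a segment with an absolute mean log2 ratio over 0.5 and a length of at least 10 kb, after segments of the same sign were joined across gaps of up to 5 kb. A chromosome was called as a whole where its absolute median was over 0.3 and at least 80% of its probes lay in segments beyond 0.3 in that direction. The segmentation was tested on simulated chromosomes with Gaussian noise, independent between probes, at the level of the clone arrays. It recovered 40 of 40 changes at a log2 effect of 0.58, 40 of 40 at 1 and 40 of 40 at -1. It called 0 changes on 40 chromosomes without one. The simulation held no dye effects specific to a probe and no trends along the genome. False calls from those are therefore not covered by it.

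The value at a gene was the median over probes inside its open reading frame (ORF). A clone is a strain grown from 1 cell of a population, and clones of 1 population can share descent. The environment, with 1 chemostat population each, was therefore the independent unit, and clones were averaged within it. The 6 transporter comparisons and the comparison of calls per clone used exact permutation tests over the 11 environments, two-sided, with Benjamini-Hochberg adjustment over the 6 transporters. The likeness of populations and clones was tested with 100000 permutations over 10 kb bins that held at least 5 probes. The scans over 5474 genes used limma (lmFit and eBayes, Benjamini-Hochberg adjusted p under 0.05) on the 11 environment means. In data simulated for the proline scan with 5474 genes, limma recovered 199 of 200 genes changed by a log2 of 1 and called 13 others. Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, statsmodels 0.14.6) and R 4.3.3 with limma 3.58.1 were used.

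The tests, thresholds, transporter genes and most alternatives were chosen before the data were examined. The genes and calls to be named were fixed then as well: the 6 transporter genes, the call of largest absolute mean and the longest call in the clones of each environment, the calls in populations, the whole-chromosome calls, and in each scan the gene of smallest p with the transporter of that source. The alternatives were normexp background correction (offset 50) on mean and background signals, the deposited log2 table, subtraction of the median of each probe over all arrays, only probes well above background, a lowess on probe GC content (fraction 0.3), centring on the mode, a threshold of 0.3 (0.2 for chromosomes), a penalised least squares segmentation, alpha 0.001, lengths of 5 and 20 kb, other summaries of loci and clones, bins of 5 and 50 kb, Spearman correlation, blocks in the scans, and leaving out each clone in turn. Removal of a trend with chromosome length, counts of whole chromosomes as 1 call, counts of gains only, and a slide block for the transporters were added after seeing the data. Mitochondrial probes were left out of the calls and tests. Sequencing, expression and fitness data of the study were not analysed here.

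Signal over local background (median over probes) was between 49.3 and 163 in the green channel and between 86.5 and 154 in the red channel. The lowest share of probes well above background in both channels on any array was 99.5%. The noise between neighbouring probes was 0.11 (log2, median over clone arrays, range 0.07 to 0.23) and 0.21 for populations (range 0.10 to 0.32). The arrays lay on 14 slides and were scanned on 8 occasions. Their number, with 1 population per environment, limits the precision of comparisons between environments.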

Results

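Copy number was compared between evolved yeast and its FY4 ancestor in 11 nitrogen-limited environments. The nitrogen came from 1 source in 7 environments (ammonium, arginine, glutamine, proline, glutamate, urea or allantoin) and from several sources in 4 (glutamine and allantoin, glutamine and proline, glutamine with proline and allantoin, and these 3 with urea, written gln-alla, gln-pro, gln-pro-alla and gln-pro-alla-urea). Each environment had 1 chemostat population. One array measured DNA of the whole population and 3 arrays measured 1 clone each, except for proline with 2 clones, which gave 11 population arrays and 32 clone arrays. Populations were not replicated. A log2 ratio of 1 stands for a doubling against the haploid ancestor, and 0.58 for an increase by 1 copy in a cell with 2 of each chromosome.

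The first question was which parts of the genome had changed in copy number in clones. Segmentation gave 205 calls of at least 10 kb in the 32 clones, 99 gains and 106 losses (48.3% gains). Calls were absent at these thresholds from 2 clones, ammonium clone 3 and gln-pro-alla-urea clone 1. Absence of a call does not mean absence of a gain. The log2 ratio at the urea permease gene DUR3 was 1.72 in gln-pro-alla-urea clone 1 and 1.79 in clone 3. Neither clone had a call on chromosome VIII, where DUR3 lies. Likewise, the allantoin permease gene DAL4 was over 0.5 in allantoin clone 2, which had no call on chromosome IX. The median length was 20.5 kb and the longest call spanned 653.9 kb. The count followed the settings, and the minimum length moved it most, with 539 calls at 5 kb. The normexp correction gave 64 gains and 279 losses, and subtraction of the median of each probe over all arrays gave 97 gains and 11 losses. Of the 99 gains, 69 were parts of chromosomes called as a whole and 30 lay elsewhere. Of the 103 losses off whole-called chromosomes, 97 fell at 8 places that were called in clones of at least 3 environments. Off whole-called chromosomes, the place called in most clones (17 clones of 9 environments) was chromosome XVI from 843654 to 856898, which held 8 probes and a probe-free stretch of 5.88 kb. Chromosome XII from 459765 was lost in 16 clones on that count, and in 18 clones of 7 environments when arginine clones 1 and 2, where XII was called as a whole, are included.

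**Figure D1:**
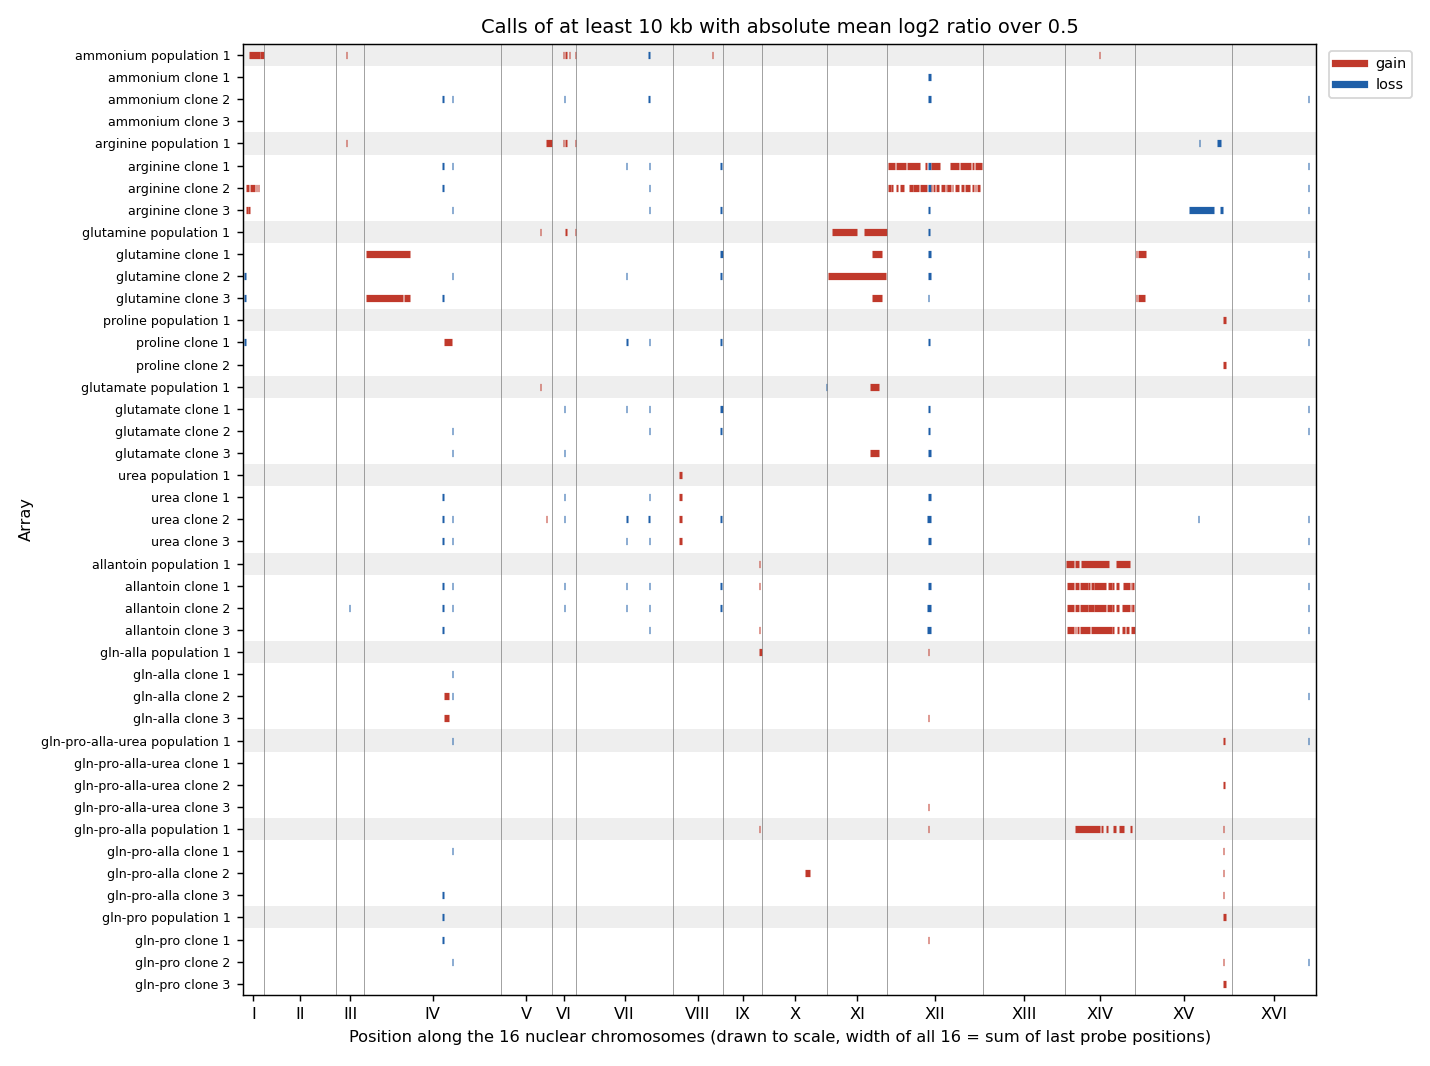
Calls along the 16 nuclear chromosomes (horizontal axis, to scale) for each of the 43 arrays (vertical axis, population arrays on grey). Red bars are gains and blue bars are losses, and the 3 urea clones with their population share a gain on chromosome VIII.

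The largest absolute means among the calls in clones were those of gains. In proline clone 2, chromosome XV from 976932 to 1010600 (33.7 kb, 128 probes, PUT4 among its genes) had a mean log2 ratio of 3.30. The gain of largest mean was 2.82 in gln-pro-alla-urea clone 2 (976493 to 1007203), 2.91 in gln-pro-alla clone 3 (976493 to 990272) and 2.62 in gln-pro clone 3 (976932 to 1012042), each on chromosome XV with PUT4. In urea clone 3 it was 2.23 on chromosome VIII from 61241 to 103166, with DUR3, and in allantoin clone 3 it was 1.51 on chromosome IX from 400909 to 413610, with DAL4. Glutamate clone 3 had a mean of 1.22 on chromosome XI from 475180 to 578284, with GAP1. The largest call in gln-alla clones was 1.76 in clone 3, on chromosome IV from 884512 to 942211, with none of the 6 transporters. The same start on chromosome IV, 884512, was found in the longest call of the proline clones (clone 1, to 980889, mean 1.61). In ammonium, arginine and glutamine clones the largest absolute means were losses at the recurrent places, -1.05 in ammonium clone 2 (chromosome XVI), -1.37 in arginine clone 3 and -1.43 in glutamine clone 3 (both chromosome XII from 459765). The longest call in any clone was a gain of chromosome XI in glutamine clone 2 from 4293 to 658216, with a mean of 0.80. The longest call in the arginine clones was a loss of 278.1 kb on chromosome XV in clone 3 with a mean of -0.55. In the gln-pro-alla clones the longest was a gain of 56.5 kb on chromosome X in clone 2, with a mean of 0.95.

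The population arrays gave 49 calls, 41 gains and 8 losses, from 1 call in proline and urea to 10 in ammonium. The study, in contrast, found no copy number variants in the ammonium population or its clones. The ammonium population array was the noisiest of all (0.32), and its chromosome medians fell with chromosome length (Spearman rho -0.965). With a trend on length removed, chosen after seeing the data, the population arrays gave 35 calls. The highest mean was 3.15 in the proline population (chromosome XV, 976493 to 1010600), followed by 2.20 in the gln-pro population (976932 to 1012042) and 1.71 in the urea population (chromosome VIII, 61241 to 103372). Chromosome IX was gained around DAL4 in the allantoin population (400909 to 413610, 1.38), in the gln-alla population (405903 to 435545, 107 probes) and in the gln-pro-alla population (400909 to 419476, 0.84). The gln-pro-alla population also had a mean of 1.69 on chromosome XV from 976200 to 990038, and the gln-pro-alla-urea population 1.20 from 980776 to 1005165. In the glutamate population chromosome XI from 475737 to 576010 had a mean of 0.80, and in the arginine population chromosome V from 505075 to 567954 had 0.67. The other gains in the ammonium, arginine, glutamine and glutamate populations lay on chromosomes I, III, V, VI, VIII, XI and XIV. Among the 8 losses were those on chromosomes IV, VII, XII and XVI at places recurrent in clones, and the others lay on chromosomes X and XV. With a threshold of 0.3 the count in populations rose to 136.

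The next question was how many clones had a changed number of whole chromosomes. Such a call was made in 7 of 32 clones (21.9%, exact 95% binomial interval 9.28 to 39.97%). The intervals given here treat clones as independent random draws. Clones of 1 population can share descent, and the study picked clones by their growth, so the intervals may be too narrow. The 3 allantoin clones had chromosome XIV at medians of 0.59, 0.59 and 0.57, and their population had 0.55. Arginine clone 1 had chromosomes I (0.45), VI (0.36) and XII (0.52), arginine clone 2 had I (0.51) and XII (0.53), and arginine clone 3 had I (0.46) and VI (0.39). Glutamine clone 2 had chromosome XI at 0.79, where its population had 0.61, and chromosome I at -0.39. Among populations, chromosome I was called in ammonium (0.51) and chromosome XIV in gln-pro-alla (0.51). After a trend of chromosome medians with chromosome length had been removed, which was chosen after seeing the data, 6 clones (18.8%, 7.21 to 36.4%) had a call. The calls of chromosome VI, of chromosome I in glutamine clone 2 and in the ammonium population, and both calls of arginine clone 3 were then absent. A threshold of 0.2 gave 10 clones, the largest change among the alternatives.

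**Figure D2:**
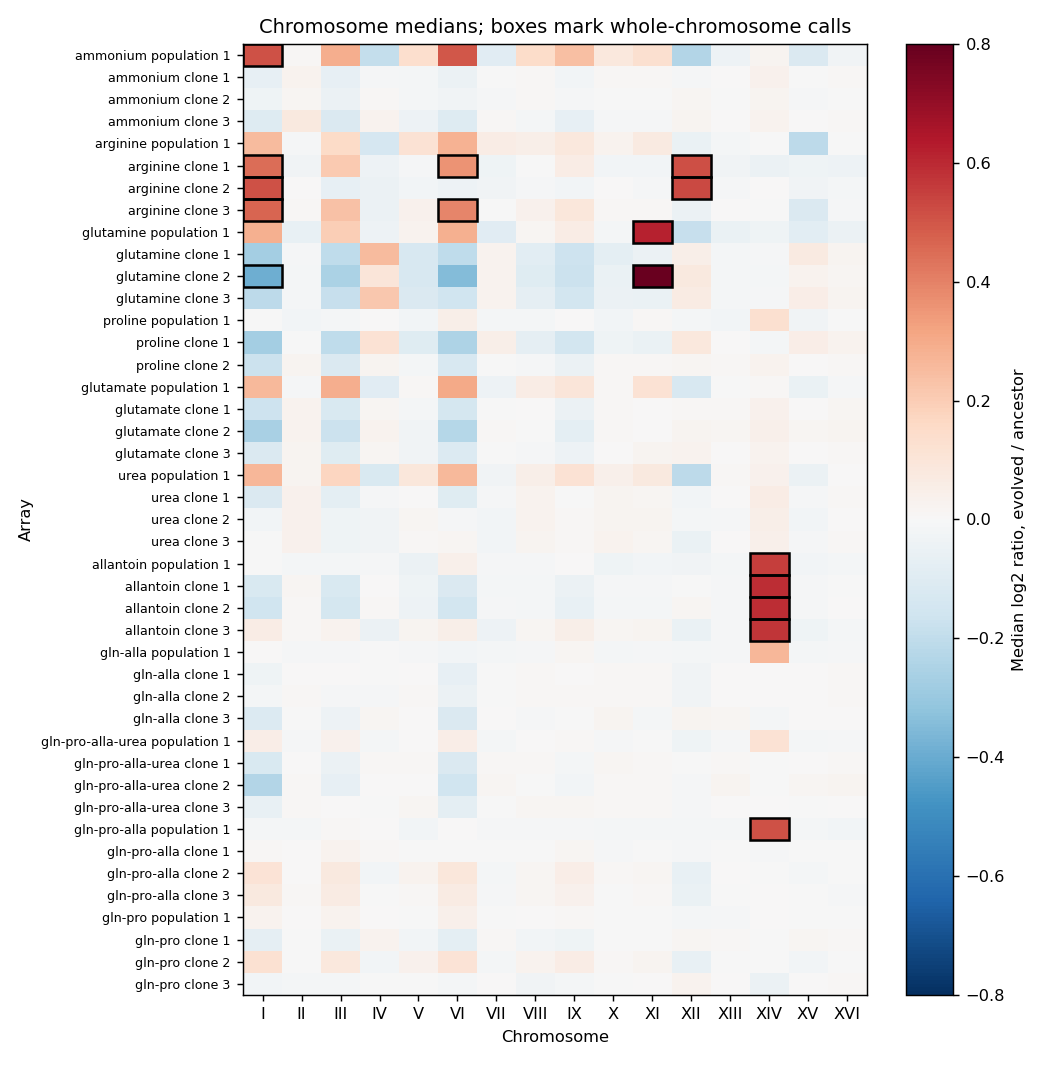
Median log2 ratio of evolved over ancestor DNA (colour) for the 16 nuclear chromosomes (horizontal axis) in each of the 43 arrays (vertical axis). Boxes mark whole-chromosome calls, such as chromosome XIV in the 3 allantoin clones between 0.57 and 0.59.

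Copy number at 6 transporter genes was compared between environments with and without their nitrogen source. The genes were taken from the study, which discussed them for these populations and clones. The proline permease PUT4 (chromosome XV, probes from 986937 to 988623) was over 0.5 in 7 of the 11 clones from environments with proline, at 2.52 to 3.60, and in 0 of 21 other clones, where the highest value was 0.25. The environment means averaged 1.93 ± 0.82 (SD, n = 4) with proline and 0.05 ± 0.15 (SD, n = 7) without, a difference of 1.88 (exact permutation p = 0.00303, the smallest that 4 against 7 can give, adjusted p = 0.0182). Each of the 4 environments with proline lay above every one without. Leaving out proline clone 2 lowered the difference to 1.45 (exact permutation p = 0.00909, adjusted p = 0.0545), so that 1 clone decided its side of the threshold. Among the alternatives, the normexp correction moved it most, to 2.68 (adjusted exact p = 0.0182).

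The urea permease DUR3 (chromosome VIII, 72126 to 73899) was over 0.5 in 5 of 6 clones from environments with urea, at 1.72 to 2.73, and in 0 of 26 others. The 3 urea clones averaged 2.70 ± 0.02 (SD, n = 3) and the 3 gln-pro-alla-urea clones lay between 0.01 and 1.79. The difference between environments with and without urea was 1.86 (exact permutation p = 0.0182, the smallest that 2 against 9 can give). Its adjusted p of 0.0545 was over 0.05. It was 0.0364 when the population array counted as a further member and when glutamate clone 2 was left out. The unadjusted p stayed at 0.0182 in each, and the adjustment changed by way of DAL4 and GAP1. Over the alternatives it ran from 0.0364 to 0.0545. The allantoin permease DAL4 (chromosome IX, 408577 to 410383) averaged 1.43 ± 0.07 (SD, n = 3) in allantoin clones, 3 of 3 over 0.5, while the 9 clones of the mixed environments with allantoin had none over 0.5. The difference was 0.40 (exact permutation p = 0.149, adjusted p = 0.273). With the population arrays as further members it was 0.55 (exact permutation p = 0.0182, adjusted p = 0.0364, which ran from 0.0364 to 0.425 over the alternatives), since the gln-alla and gln-pro-alla populations had DAL4 at 1.55 and 0.87 and their clones did not.

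The general amino acid permease GAP1 (chromosome XI, 514713 to 516343) was over 0.5 in 4 of 18 clones from environments with glutamine or glutamate. These were the 3 glutamine clones, with a mean of 0.96 ± 0.32 (SD, n = 3), and glutamate clone 3 at 2.09. It was far below 0 in glutamate clone 2 (-5.21) and allantoin clone 2 (-6.03). These 2 values have no reliable size, and they enter the difference of 0.47 (exact permutation p = 0.284, adjusted p = 0.340). With the median of the clones of each environment the difference was 0.25 (exact permutation p = 0.173, adjusted p = 0.260). Without glutamate clone 2 it was 0.81 (exact permutation p = 0.0173, adjusted p = 0.0364), and without allantoin clone 2 it was 0.07. With the slide as a block, chosen after seeing the data, its sign changed (-0.53). The ammonium permease MEP2 (chromosome XIV, 357492 to 358968) differed by -0.02 (exact permutation p = 0.909), or by 0.01 with probe medians subtracted, and the arginine permease CAN1 (chromosome V, 31725 to 33366) by 0.09 (exact permutation p = 0.182). With 1 environment against 10 these tests cannot go below 0.0909. MEP2 was over 0.5 in 3 clones without ammonium, those of allantoin, where the whole of chromosome XIV was called. Adjusted over the list alone, 1 of the 6 transporters passed 0.05, which is not independent evidence because the study discussed the list on these samples.

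**Figure D3:**
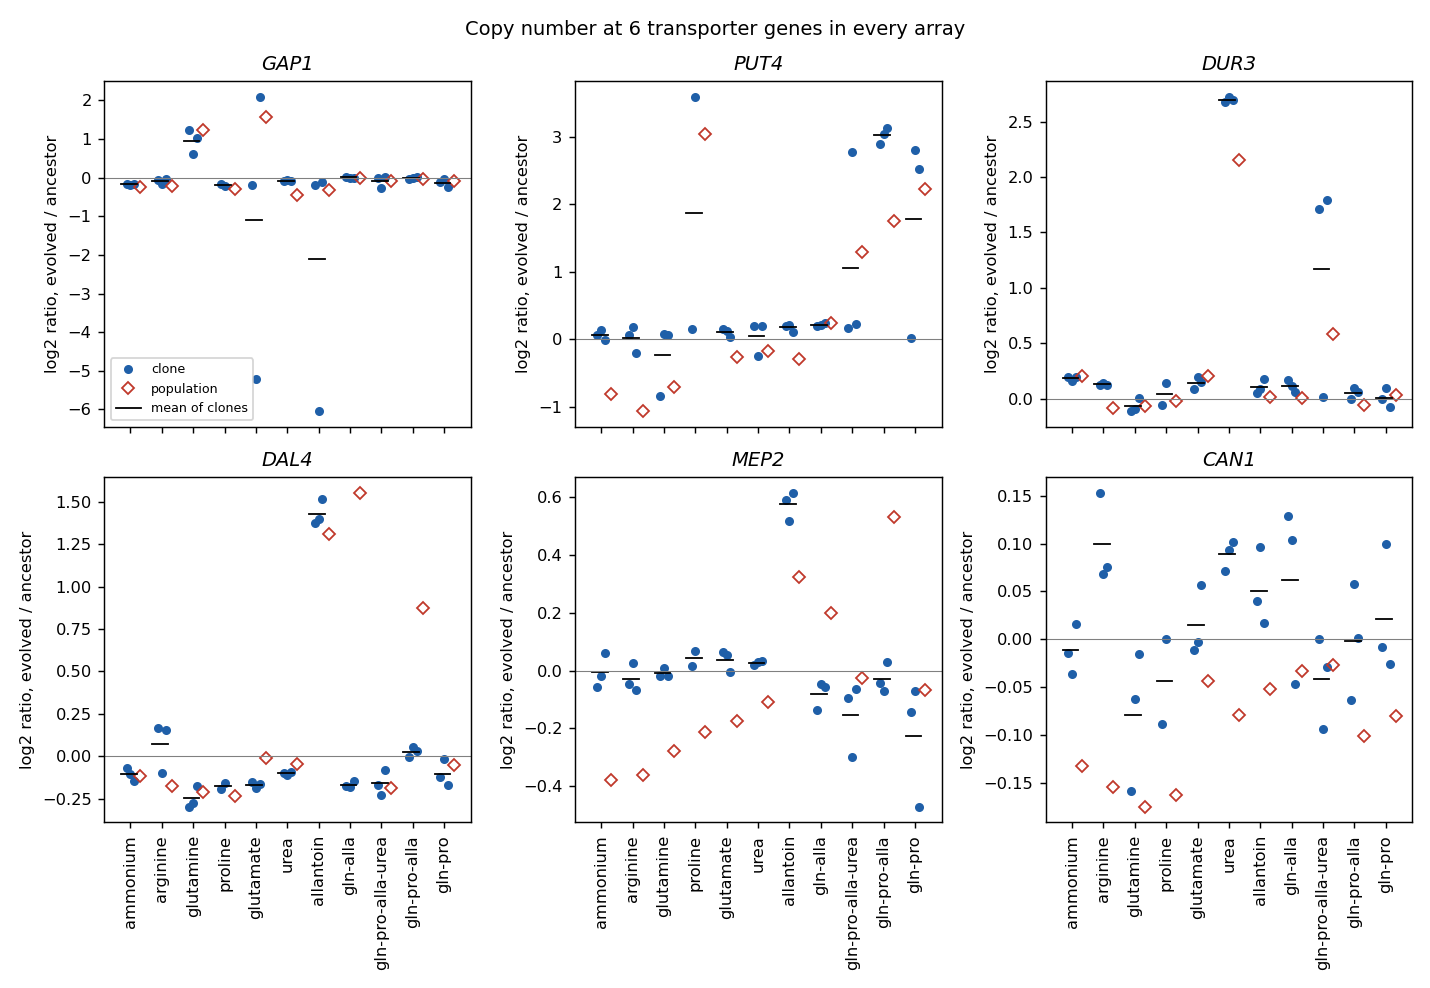
Log2 ratio of evolved over ancestor DNA (vertical axes) at 6 transporter genes in each environment (horizontal axes). Points are clones, diamonds are populations and lines are means of clones, and DUR3 in the 3 urea clones lies between 2.68 and 2.73.

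Software version and the number of nitrogen sources coincided in the clone arrays, so the transporters were also compared within each version. In the early version, which held the environments with 1 source, proline against the 6 others gave 1.85 for PUT4, urea gave 2.61 for DUR3 and allantoin gave 1.55 for DAL4 (each exact permutation p = 0.143, the smallest possible). GAP1 gave 0.46 there, with the 2 clones far below 0 included (2 against 5, exact permutation p = 0.476). In the late version PUT4 gave 1.74 (3 against 1, exact permutation p = 0.50) and DUR3 gave 1.12 (1 against 3, exact permutation p = 0.25, the smallest possible), while DAL4 gave 0.00 (exact permutation p = 1).

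The number of calls per clone was compared between mixed and single-source environments. The study asked whether a more complex environment gives more diversity, by deep sequencing of populations and a look at copy number variants. Calls per clone count changes from the ancestor, not diversity within a population, so they do not test that result. They also miss gains without a call, such as those of DUR3 in gln-pro-alla-urea clones 1 and 3 and of DAL4 in allantoin clone 2. Mixed environments averaged 1.67 ± 0.67 calls per clone (SD, n = 4) and environments with 1 source 9.0 ± 6.55 (SD, n = 7). The difference of -7.33 gave an exact permutation p of 0.0515, two-sided. A minimum length of 5 kb moved it most, to -19.4 (exact permutation p = 0.00606), and 9 of 15 other settings gave a p under 0.05, as did leaving out ammonium clone 3, arginine clone 2, proline clone 2 or urea clone 1, the lowest being 0.0273 without proline clone 2. Subtraction of probe medians moved it most towards 0, to -2.60 (exact permutation p = 0.364), and with gains only, chosen after seeing the data, it was -3.19 (exact permutation p = 0.297). Each group of clones was read with a software version, a dye normalization and scans of its own, so these and the number of sources cannot be told apart. On the population arrays, all read with version 9.5, the difference was -0.71.

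Populations were then compared with the clones drawn from them. Over 1190 bins, the correlation of a population with the mean of its own clones averaged 0.378, against 0.0703 with clones of other environments. The difference of 0.308 gave p = 1e-05 in a one-sided permutation test, the smallest that 100000 permutations can give. These correlations are across bins of the genome, which are not independent replicates. The difference was 0.379 within the 7 environments with 1 source (exact permutation p = 0.000198) and 0.212 within the 4 mixed ones (exact permutation p = 0.0417, the smallest possible). In the mixed environments each population array shared a slide with most or all of its own clones, so slide and origin cannot be told apart there. With 1 source, no population array shared a slide with clones. Rank of likeness differed between populations. The arginine, glutamine, urea, allantoin and gln-pro populations were most like their own clones, whereas own clones ranked 8 of 11 for ammonium (-0.207) and 9 for glutamate (-0.175), and the gln-alla population was most like allantoin clones (0.67, own 0.11). Own clones ranked 4 for proline and 2 for gln-pro-alla-urea and gln-pro-alla. Spearman correlation moved the difference most, to 0.0805 (one-sided permutation p = 0.0442).

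Genome scans asked which genes differed in copy number with a source, over 5474 genes and 11 environment means. For proline, limma called 3 genes, all higher. The smallest p was that of REV1 (chromosome XV, 981969 to 984674, 12 probes), 1.87 ± 0.85 (SD, n = 4) with proline and -0.08 ± 0.04 (SD, n = 7) without (log2 difference 1.95 ± 0.27 SE, limma adjusted p = 0.0302). PUT4 ranked 3 of all genes (adjusted p = 0.0302). REV1 and PUT4 lie on the same gains. The count was 0 without proline clone 1, without proline clone 2, without gln-pro-alla-urea clone 2, and without gln-pro clone 2 or clone 3. It was 0 with the environment as a random block and 86 with the slide as a block. For urea, limma called 7 genes, all higher. YHL017W (chromosome VIII, 70242 to 71759) had the smallest p, with 1.82 ± 0.96 (SD, n = 2) against -0.08 ± 0.06 (SD, n = 9) (log2 difference 1.90 ± 0.23 SE, limma adjusted p = 0.00506). DUR3 ranked 5 (adjusted p = 0.0114). The count was 0 without gln-pro-alla-urea clone 1 or clone 3, 20 with the random block and 416 with the slide as a block. Over all genes tested, PUT4 and DUR3 were thus past the threshold in the scans of their sources, and GAP1 (limma adjusted p = 0.188) and DAL4 (0.87) were not.

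For glutamine, limma called 597 genes, 373 higher and 224 lower. LSM2 (chromosome II, 170713 to 170772, 1 probe) had the smallest p, with 0.10 ± 0.09 (SD, n = 5) against -0.41 ± 0.11 (SD, n = 6) (log2 difference 0.51 ± 0.06 SE, limma adjusted p = 0.00778). The call count rested on single clones: 8 genes passed without proline clone 2, 285 without arginine clone 2 and 988 without proline clone 1. Of the 5 environments with glutamine, 4 were the mixed ones read with the late software, and the late version held no environment without glutamine, so no value within it can be had. Within the early version glutamine is 1 environment against 6, and no count was computed there. With the slide as a block 128 genes passed. For allantoin, limma called 0 genes (184 at an unadjusted p under 0.05). The smallest p was that of YIP3 (chromosome XIV, 545343 to 545892, limma adjusted p = 0.87). The count was 0 with the environment as a random block too, and 411 with the slide as a block.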

Values the study reported

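The study reported 7 aneuploid clones among 18 clones that it analysed, about 40%. It described copy number variants that were typically greater than about 10 kb.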

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

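No test in this part was chosen after its outcome had been seen. The mitochondrial probes were outside the comparisons of the report, and 2 arrays stood apart in them. Over 295 probes, the median log2 ratio was -8.34 in ammonium clone 3 and -9.29 in glutamine clone 3. The other 30 clones lay between -0.47 and 0.92 and the 11 populations between -0.65 and 1.13.

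Failed probes are argued against by the ancestor channel on the same spots: the ancestor signal of mitochondrial over nuclear probes was 5.62 in ammonium clone 3 and 2.02 in glutamine clone 3, within the 1.58 to 7.53 of the other clones. Weak evolved DNA on the whole array is argued against by the nuclear probes, whose evolved signal was 3760 and 1991, within the 719 to 9574 of the other clones. At the mitochondrial probes the evolved signal was 89.3 and 20.8, against at least 1953 in the other clones. Loss of only a part of the mitochondrial genome is argued against as well, since 100% of the probes lay below -3 in each of these clones. A candidate explanation, as a hypothesis found and tested on the same data, is that these clones had no mitochondrial DNA when DNA was prepared, either in the chemostat or during growth after isolation. The arrays cannot date such a loss, and the nitrogen source as a cause was not tested, since the other 2 ammonium clones and the other 2 glutamine clones lay in the range of the rest. A mislabelled strain was not tested.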

How the results depend on the processing

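The removal of a trend with chromosome length, the count of a whole chromosome as 1 call, the count of gains only and the slide block for transporters were chosen only after the results had been seen. The test of gain boundaries against annotated retrotransposons was not run, because no annotation on the build of the probes was used here.

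The number of calls in clones moved from 205 to 343 with normexp, 108 with probe medians subtracted, 377 at a threshold of 0.3, 539 at 5 kb, 107 at 20 kb and 99 for gains only. The count for populations moved from 49 to 113 with normexp, 136 at 0.3, 110 at 5 kb and 23 at 20 kb. The lower threshold, the shorter length and the count of gains only change the count by construction, and the cause was not tested for normexp. The share of gains among clone calls was 48.3% and moved to 18.7% with normexp, 89.8% with probe medians subtracted, 21.0% at a threshold of 0.3 and 21.0% at 5 kb, 72.9% at 20 kb and 28.3% with whole chromosomes counted as 1 call. Among populations it was 83.7%, and 61.1% with normexp, 62.5% at 0.3 and 69.1% at 5 kb. It rose to 93.2% with probe medians subtracted and 91.3% at 20 kb. Leaving out 1 clone gave 177 to 205 calls. Aneuploid clones stayed between 6 and 10 over 10 settings and between 6 and 7 over the 32 runs without 1 clone.

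The PUT4 difference kept its direction and its side of the threshold in 12 of 12 settings (1.65 to 2.68, adjusted exact p of 0.0182 in each setting with a test) and in 31 of 32 runs that left out 1 clone (1.45 to 2.31, the lower without proline clone 2). DUR3 passed the adjusted threshold with the population array as a further member (1.73, adjusted p = 0.0364) and was otherwise on the same side over 11 settings, with adjusted p from 0.0364 to 0.0545 over all. It ranged from 1.70 to 2.15 in the runs without 1 clone, and passed without glutamate clone 2. Its unadjusted exact p was 0.0182 in both cases, and the adjusted value moved through the rank of DAL4 or GAP1. Normexp gave the highest difference for DUR3, 2.88. DAL4 passed with the population array as a further member (0.55, adjusted p = 0.0364, range of adjusted p over settings 0.0364 to 0.425) and ranged from 0.39 to 0.41 without 1 clone. The slide as a block, which gave a value with no test, moved DAL4 from 0.40 to 1.13. GAP1 reversed to -0.53 with the slide as a block, and ranged from 0.0744 to 0.81 in the runs without 1 clone, with an adjusted p of 0.0364 without glutamate clone 2. MEP2 reversed to 0.0085 with probe medians subtracted and ranged from -0.0525 to 0.0053 without 1 clone, positive without ammonium clone 1. The cause was not tested for these changes of GAP1 and MEP2 or for the slide block of DAL4, and with the population array as a further member the DAL4 gains of the gln-alla and gln-pro-alla populations are brought in. CAN1 kept its direction in 12 settings and 32 runs.

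The difference in calls per clone between mixed and single-source environments passed an exact p of 0.05 under 9 settings: normexp (-8.66), the deposited log2 table (-7.62), the trend with chromosome length removed (-7.39), centring on the mode (-7.52), a threshold of 0.3 (-12.3), penalised least squares (-7.10), alpha 0.001 (-6.50), a length of 5 kb (-19.4) and whole chromosomes counted as 1 call (-4.48). Exact p over all settings ran from 0.00606 to 0.364, and leaving out 1 clone gave -7.95 to -6.60, with p from 0.0273 to 0.0848. The cause was not tested, and the main p of 0.0515 lies close to the threshold. The likeness of populations to their own clones kept its direction and side in 9 settings (0.0805 to 0.355, permutation p at most 0.0442) and in 32 runs (0.274 to 0.321).

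In the scans, limma called 597 genes for glutamine, 977 with the environment as a random block and 128 with the slide as a block, and 8 to 988 without 1 clone (8 without proline clone 2). Proline went from 3 to 0 with the random block, 86 with the slide block, and 0 to 4 without 1 clone. Allantoin went from 0 to 411 with the slide block, and was 0 in each run without 1 clone. Urea went from 7 to 4 for genes with at least 3 probes (fewer genes tested), 20 with the random block, 416 with the slide block, and 0 to 7 without 1 clone. The cause was not tested for the block fits. They use arrays in place of environment means, and the slide block, which has no term for the environment, counts clones of 1 population as independent.

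Clone numbers are shared between environments, but same-numbered clones did not deviate together: over 155 pairs the mean correlation of their deviations was 0.0226 (-0.68 to 0.49), against -0.0108 for other pairs. With the clone number as a block, limma called 935 genes for glutamine, 0 for proline, 0 for allantoin and 20 for urea. The transporter differences under that block were 0.42 for GAP1, 1.88 for PUT4, 1.86 for DUR3, 0.40 for DAL4, -0.02 for MEP2 and 0.09 for CAN1, and calls per clone differed by -7.24, with no change of side.

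Of 870 values of single loci, calls, chromosomes and mitochondrial medians under 6 other value sets, 762 stayed within the spread, 104 moved beyond it (74 of them under normexp) and 4 changed sign. GAP1 in glutamate clones was 0.55 with normexp. The chromosome XII gain from 459765 was -0.34 in the gln-alla population and -0.49 in the gln-pro-alla population with normexp, and the chromosome XVI loss from 844378 in the gln-pro-alla-urea population was 0.15 with probe medians subtracted. The cause was not tested. Signal over background was at least 49.3 in every array, so dim probes limit little, and only probes well above background gave 201 calls in clones. Where a sequence is absent, as for GAP1 in 2 clones, background sets the ratio, which then has no reliable size.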

Other observations

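Chosen only after the result had been seen were the tests of deletions in haploid and diploid clones, of stretches without probes and GC content at recurrent losses, of gain boundaries, of whole chromosomes counted as 1 call, of calls without recurrent losses, of the trend with chromosome length, of compressed ratios and 1 extra copy, of a swap, mixed-in DNA and sampling, of population arrays for calls per clone, and of the GAP1 losses. The tests of GC content on chromosomes I and VI, of the glutamine batch and of the splits were written before their outcomes were seen.

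The share of aneuploid clones here was 21.9% of 32. That is lower than the value quoted from the study above. The 2 shares are over different sets of clones. The study lists the clones it sequenced, which are as many as it counted for aneuploidy. That list lacks the clones of mixed environments and glutamate clones 2 and 3. All 7 clones called here are on it. If these are the clones that the study counted, the larger set here accounts for the lower share. Here the 12 clones of mixed environments had 0 such calls. Among the 20 clones from environments with 1 source 7 were called (35.0%, exact 95% interval 15.4 to 59.2%, with clones taken as independent).

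Losses were called at the same places in many clones. The depths expected below hold for sequence with a single copy in the ancestor. How many copies the sequences at these places have was not analysed here. Loss of some copies of a sequence with several copies therefore stays open. Deletions in haploid clones would leave almost no evolved signal, yet the lowest of these 97 losses had a mean of -1.43, against -4.95, -5.52 and -6.94 over short stretches in glutamate clone 2, allantoin clone 2 and urea clone 3. Heterozygous deletions in diploid clones would read near -1, yet 62.9% of the losses lay above -0.8. The median per recurrent place was between -0.79 and -0.59, except at chromosome XVI, where it was -0.97. This explanation therefore stays open for XVI. It also stays open for single losses near -1 elsewhere, such as -0.98 on chromosome IV from 980830 in allantoin clone 1. GC content is argued against as well, since 92 of the 97 losses overlapped a loss called in the same clone after the GC correction. Of the 8 recurrent places, 8 held a stretch of over 3 kb without probes. That decides nothing, because a call of few probes reaches 10 kb only across such a stretch. An effect on the few probes beside these stretches and a change in copy number there cannot be told apart. Chromosome XII from 459765 was a gain in 3 clones and 2 populations of mixed environments and a loss in 18 clones of 7 environments, with arginine clones 1 and 2 included. The late software read a loss there in the glutamine population (-1.35), so the software version alone does not set its direction.

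Chromosomes I and VI were shifted by over 0.2 in the same direction in 11 arrays, 6 clones and 5 populations. Over the chromosomes other than I, VI and those called as a whole, medians followed length in each of the 11, with an absolute Spearman rho of at least 0.679. In 4 of them (arginine clones 1 and 3, glutamine clone 2 and the ammonium population) I was called as a whole, and the absolute rho was at least 0.841 (from -0.965 to 0.956). In these 4, GC content is argued against as the whole cause, because I and VI still had an absolute median of at least 0.347 after its correction. A technical trend with chromosome length, such as unequal recovery of short chromosomes, is a candidate explanation for the calls of VI. It leaves open chromosome I in arginine clone 1, which stayed at 0.34 with the trend removed, and in arginine clone 2, where the rho was -0.12 and VI lay at -0.04 while I was at 0.51.

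Chromosome XIV in the allantoin clones lay at 0.57 to 0.59, not at 1. In glutamine clones 1 and 3, gains on chromosome IV read at least 0.96 and those on chromosomes XI and XV from 0.83 to 0.94. These arrays lay on another slide. The study reports that sequence read depth also found the copy number variants seen on its arrays. Copy numbers from read depth were not analysed here, so compressed ratios on the allantoin arrays stay open. The mean ratio of 1.5 is what is needed for 1 extra copy in a diploid clone. The same ratio arises from a haploid clone with 2 copies in a part of its cells. By flow cytometry, the study found a diploid DNA content in many cells of the allantoin population, which goes with the diploid reading. Its main text does not name the clones. Ploidy was not analysed here, so these readings and compression cannot be told apart.

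The gln-pro-alla population had chromosome XIV at 0.51, whereas its 3 clones lay between -0.01 and 0.00. A swap with another environment is argued against by PUT4 at 1.76 on that array: only the allantoin clones had this chromosome XIV gain, and PUT4 was at 0.17 in them. DNA of allantoin clones mixed in would bring their DAL4 gain as well. DAL4 was indeed raised on this array (0.87), in a gain with the same start at 400909, and the array was most like allantoin clones (0.678). But the share of allantoin DNA that chromosome XIV needs (83.0% or more) would bring DAL4 to at least 1.11, even with 0 copies in all other cells, or 1.17 with DNA of the allantoin population. The gain also went on from 413807 to 419476 at 0.83, where the allantoin clones lay between -0.17 and -0.05. This argues against mixing as the whole cause. The test took the place of one on PUT4 that assumed the level of PUT4 in the other cells. If the gain is 2 copies in haploid cells, 42.1% of cells carried it and 3 clones drawn at random would all lack it with a chance of 0.194. If it is 3 copies in diploid cells, 84.2% of cells carried it and the chance is 0.00396. Sampling of clones is thus a candidate explanation for a haploid gain, though the study picked clones by their growth, not at random. Chromosome XIV was also at 0.27 in the gln-alla population, 0.12 in the gln-pro-alla-urea population and 0.13 in the proline population, which had no allantoin. DAL4 was at 1.55 in the gln-alla population with no gain in its clones. No biological explanation was tested.

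GAP1 was lost in glutamate clone 2 and allantoin clone 2. In each, 14 probes on chromosome XI from 513684 to 516903 (3.22 kb, under the minimum length of calls) had means of -4.95 and -5.52, with flanks at 0.01 and -0.01. Failed probes are argued against by the ancestor signal at these probes, which was at least 0.959 of that in other clones. A single clone hybridised on both arrays is argued against by chromosome XIV, which was higher by 0.55 in allantoin clone 2. Since the ends coincide in clones of separate chemostats, a candidate explanation is a deletion that recurs at fixed ends, such as repeats flanking the gene, whose sequence was not analysed here. Descent from a variant already in the ancestor was not tested. In urea clone 3 a stretch of chromosome IV from 588056 to 592967 (16 probes, PAA1, IPT1 and SNF11) had a mean of -6.94. Shallower short losses, from -2.37 to -2.55, lay in glutamine clones 1 and 2. These regions were chosen after their values were seen.

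Gains began at the same place in clones of several environments: on chromosome XV between 976493 and 976932 in 7 clones of 4 environments, on chromosome IV at 884512 in 3 clones of 2 environments, and on chromosome XII at 459765 in 3 clones of 3 environments. The XII gains, of 5 probes each at a place of recurrent losses, were left out of the test of boundaries. Of 29 distinct boundaries of gains, counted away from chromosome ends and off whole-called chromosomes, 8 lay within 2 kb of a stretch of over 3 kb without probes, where 1.12 were expected for random places (one-sided permutation p = 1e-05, the smallest that 100000 draws can give). With the XII gains included, 10 of 31 boundaries did, where 1.29 were expected. The random places were redefined as even along the genome after a first outcome had been seen. This is consistent with recombination between repeats that the design does not cover. What those stretches hold was not analysed here.

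More calls per clone were found with 1 nitrogen source than with several. Fragmented whole-chromosome gains are argued against as the whole cause, because the difference stayed at -4.48 when whole chromosomes counted as 1 call. Leaving out losses at the recurrent places brought it from -7.33 to -3.55, so these losses are a candidate explanation for a part of it. On population arrays the difference was -0.71, but software version and number of sources cannot be told apart in the clones, and populations with 1 source had noisier arrays (0.29 against 0.12).

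Of 100 splits of the 11 environments, 1 gave as many genes as the real split for glutamine (597) and 1 for proline (3), the real one in each case. Chance is not taken as excluded for glutamine, since leaving out 1 clone brought 597 to 8. The splits also treat environments as exchangeable, whereas the clone arrays of the mixed ones share a software version. For proline chance is not taken as excluded either. The split of mixed against single-source environments, also 4 against 7 and not among those drawn, gave 377 genes. Leaving out 1 clone brought the proline count to 0. For allantoin, with 0 genes, all 100 splits gave as many by construction, so they decide nothing about chance. For urea, with 2 environments, no splits were counted. The glutamine scan is close to a split by software: of the 377 genes of mixed against single-source environments, 201 were shared with the glutamine scan. Among 966 genes that separated mixed from single-source environments with the glutamine environment left out, the glutamine environment was nearer to the single-source ones for 46.8%, with a median shift of 0.10 against 0.16 for the mixed ones. Software and glutamine cannot be told apart from these values.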
